A study of Mus musculus with 4 samples. Its data were reported in "Epigenetic regulation of nuclear lamina-associated heterochromatin by HAT1 and the acetylation of newly synthesized histones" (2021).

How the data were processed

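Chromatin accessibility was measured by ATAC-Seq, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters, so that the number of reads over a region follows how accessible it was. The cells were mouse embryonic fibroblasts (MEFs) immortalized with a viral large T antigen. Lines from embryos with HAT1 (HAT1+/+, here WT) were compared with lines from embryos without it (HAT1−/−, here KO). HAT1 is the acetyltransferase that acts on newly made histone H4. There were 4 libraries, 2 per genotype, each from a separate line. Replicates were numbered in accession order, which gives names only, and no pairing across genotypes was assumed.

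Per the study methods, the authors aligned paired-end reads to mm10 with BWA, called peaks with MACS2 and tested differential occupancy with DESeq2. The deposited table lists 82325 merged regions, called sites here, with 1 value per library. These values are a score: the authors divided the read count of each site by a factor per library and rounded the result to whole numbers. Neither read filtering, the treatment of reads that match several places, nor the handling of the Tn5 offset was stated. A shift of a few bases matters little for a count over sites with a median length of 440 bp. The same deposited table holds a log2 fold change, a shrunken log2 fold change, a p-value and an adjusted p-value from the authors' comparison. The deposited log2 fold change is WT over KO. Against log2 of the mean WT value over the mean KO value it had a Pearson r of 0.999 across sites, so its sign was turned to give KO against WT throughout. The deposited adjusted p-value was NA at 14365 sites, and these were left as NA. The shrunken values were not used here.

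The design written before the data were examined named a test on raw counts, or the authors' p-values if the table held no values per library. The table held scaled and rounded values, for which a count test was not used. The main test was instead limma 3.58.1 with an intensity trend in R 4.3.3, on log2(value + 1). The pseudocount of 1 and the use of limma were set after the values had been seen, and both limma calls and the authors' DESeq2 calls had been looked at by then, so both are reported. Fold changes are differences between means of log2(value + 1). The pseudocount shrinks ratios of low values. A mean of logs can also give a larger change than the deposited fold change where replicates differ, so these fold changes are not always the smaller ones. A site was called differentially accessible at an unadjusted p under 0.01 and an absolute log2 fold change of at least 1. No site was filtered out. On simulated values for 82325 sites, 200 of 200 sites changed by a log2 fold change of 2 were called, 196 of them had an adjusted p under 0.05, and 231 unchanged sites were called. The simulation used a spread between replicates that was the same for all sites. It changed only sites at or above the median signal, so it does not show how many changes at lower signal would be found.

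The depth behind the values was estimated from the regular pattern of frequent and absent whole numbers that scaling leaves in the low values, fitted over values from 1 to 100. A wider and coarser first fit gave a factor for KO replicate 1 that the absent numbers contradicted, and the fit was refined for that reason. The factors gave 9420000 reads in sites for WT replicate 1, 11400000 for WT replicate 2, 7830000 for KO replicate 1 and 5650000 for KO replicate 2 (rounded). Whether the authors counted reads or fragments was not stated, so these depths are approximate, and counting error alone is larger in both KO libraries.

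Domains were found with the rule the study gives for primary MEFs. The log2 fold change was averaged over 25 consecutive sites centred on each site, windows with a mean under -0.58 were kept, and those no more than 1 Mb apart were joined. The result is a HAT1-dependent accessibility domain (HAD). The same rule with the sign changed gave domains of higher accessibility. Chromosome Y was left out of domains. Numbers and lengths of domains were set against 100 shuffles of the fold changes among the sites of each chromosome. In a test on simulated data, 20 of 20 planted domains of 60 sites were found among 25 domains called. Each was planted as a shift of -1 on the log2 scale, beyond the cutoff, into shuffled fold changes. The test therefore does not cover domains with fewer sites or smaller shifts, or fold changes that are grouped along chromosomes.

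Sites were annotated with GENCODE gene models on GRCm38, the assembly named mm10, and every site lay within its chromosome's length. A site within 3 kb of the transcription start site (TSS) of any annotated transcript was a promoter site, and the others were exonic, intronic or intergenic. GC content was taken from 100 kb around each site and gene density from protein-coding TSSs in 1 Mb around it. Classes were compared by Fisher's exact test with Benjamini-Hochberg adjustment over 4 classes. Medians were compared by a permutation test with 100000 resamples. All of these tests were two-sided, and sites are not independent replicates in any of them. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

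The sites named below followed a rule fixed before the data were examined: among differentially accessible sites on the autosomes and X with a mean value at or above the median of all sites, the 5 largest falls and the 5 largest rises. The same rule named the 3 longest HADs, the 3 HADs of at least 1 Mb with the lowest mean log2 fold change, and every site in the Hat1 gene or up to 3 kb upstream. Items chosen after their values were seen are marked as such. The alternatives fixed beforehand were other thresholds, sites with higher signal, autosomes only, centring, other windows, cutoffs and gaps, a sliding median, other backgrounds and each library left out in turn. Pseudocount 8, equal totals, quantile normalization, the authors' fold changes as input to the domain rule, removal of trends on signal or GC, and centring per chromosome were chosen after seeing the data. The H3 K9 methylation data and the primary MEF libraries of the study were not analysed here.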

Results

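To ask how the loss of HAT1 alters chromatin accessibility in immortalized MEFs, 4 ATAC-Seq libraries were compared, 2 from HAT1+/+ (WT) lines and 2 from HAT1−/− (KO) lines. The table held 82325 sites, of which 80465 were on autosomes, 1844 on X and 16 on Y. Sites had a median length of 440 bp. Library medians lay between 51 and 53 normalized counts, and normalized totals between 8008069 and 8516263. The approximate depth was 9420000 and 11400000 reads in sites for WT replicates 1 and 2, against 7830000 and 5650000 for KO replicates 1 and 2. Both KO libraries were therefore shallower than both WT libraries.

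Libraries did not group by genotype in both measures of similarity. Across sites, which are not independent replicates, the Spearman correlation was 0.877 between the WT libraries and 0.835 between the KO libraries. The latter was the lowest of the 6 pairs. The highest, 0.891, was between WT replicate 1 and KO replicate 1. By the SD of the log2 difference across sites, the WT libraries were the closest pair (0.702) and the KO libraries the most distant (0.939), with 0.748 to 0.875 for pairs of different genotype.

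The targeted gene was examined first. Hat1 lies on chromosome 2 from 71388958 to 71441622 (mm10, plus strand), and 2 sites fell in it or up to 3 kb upstream. The promoter site, at 71388852 to 71389931, had 387 ± 4.24 normalized counts in WT (SD, n = 2) and 403 ± 49.5 in KO (SD, n = 2). The intronic site, at 71416640 to 71416976, had 28 ± 12.7 normalized counts in WT (SD, n = 2) and 32 ± 5.66 in KO (SD, n = 2). The log2 fold changes were 0.05 (SE 0.14) and 0.25 (SE 0.48), with unadjusted limma p-values of 0.722 and 0.623. Neither difference exceeded the spread between replicates, and these sites gave no check of the genotype labels.

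The distribution of fold changes was centred near 0, with a median of 0.0062 over all sites (log2, KO against WT). limma called 307 sites differentially accessible at p under 0.01 and an absolute log2 fold change of at least 1. Of these, 249 were less accessible in KO and 58 were more accessible. The share less accessible was 81.1% (95% Wilson interval 76.4 to 85.1, counting error only). Among all sites, 49.3% had a fold change below 0, and the difference in split had an odds ratio of 4.44 (Fisher's exact test, two-sided, p = 9.83e-31). Much of this contrast came with the fold filter, since 3981 of the 5285 sites with an absolute log2 fold change of at least 1 (75.3%) were lower in KO. Against the other sites past that filter, a reference chosen after seeing the data, the odds ratio was 1.43 (Fisher's exact test, two-sided, p = 0.0168). No site had a limma adjusted p under 0.05, and 2579 sites (3.13%) had an unadjusted p under 0.05, where 5% would be expected by chance alone. At p under 0.01, 428 sites were found with no fold filter, where chance alone would give 823. Restriction to sites with higher signal moved the count most among the settings that left any call, to 115 sites, of which 76 were less accessible in KO.

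In the authors' deposited table, 361 sites passed the same threshold, 278 less and 83 more accessible in KO. Of these, 240 were also called by limma, all 240 in the same direction. The authors' deposited table also gave 36 sites with an adjusted p under 0.05, of which 32 were less accessible in KO. All 36 were among the limma calls.

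The 5 largest falls among the higher-signal calls left at most 15 normalized counts in either KO line. A site on chromosome 4 (68632182 to 68632873), intergenic and 322 kb from the Brinp1 TSS, had 104 ± 41.7 normalized counts in WT (SD, n = 2) and 6 ± 8.49 in KO (SD, n = 2), with KO replicate 2 at 0. Its log2 fold change was -4.80 (SE 1.19), or -2.95 without KO replicate 2, and in the authors' deposited table its p-value was 0.151. A promoter site of Gm3468 on chromosome 14 (6108123 to 6108989) fell from 179 ± 17.0 in WT (SD, n = 2) to 9 ± 8.49 in KO (SD, n = 2), a log2 fold change of -4.49 (SE 0.67). Gm3468 is a predicted gene, and whether reads of this site also match elsewhere was not checked. The promoter site of Serpinb8 on chromosome 1 (107589795 to 107590336) had 116.5 ± 19.1 normalized counts in WT (SD, n = 2) and 7 ± 2.83 in KO (SD, n = 2). An intergenic site on chromosome 14 (118213394 to 118213791), 23.4 kb from the Sox21 TSS, had a log2 fold change of -3.75 (SE 0.52). An intergenic site on chromosome 7 (48137477 to 48138713), 30.9 kb from the Mrgprb5 TSS, went from 172 ± 16.3 in WT (SD, n = 2) to 12.5 ± 2.12 in KO (SD, n = 2). Unadjusted limma p-values of these 5 sites ran from 3.02e-05 to 0.00619, and each limma adjusted p was 1. In the authors' deposited table, the adjusted p-values of the other 4 falls were 1.09e-08 (Gm3468), 1.79e-05 (Serpinb8), 7.97e-05 (Sox21) and 1.09e-08 (Mrgprb5).

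The largest of the 5 rises, intergenic on chromosome 8 (35321126 to 35321703) and 54.3 kb from the Ppp1r3b TSS, had 3.50 ± 2.12 normalized counts in WT (SD, n = 2). Its KO values were 243 in replicate 1 and 60 in replicate 2, and its log2 fold change was 4.85 (SE 0.78). The other rises were an intergenic site 74.1 kb from the Rsph3b TSS (chromosome 17, 6874251 to 6874888), an intronic site 39.3 kb from the Nrg1 TSS (chromosome 8, 32844525 to 32845002), an intronic site 143 kb from the Mrps10 TSS (chromosome 17, 47225404 to 47226011) and a promoter site whose nearest protein-coding TSS was that of Ube2ql1, at 30.9 kb (chromosome 13, 69770398 to 69771106). Their log2 fold changes were 3.87 (2.17 without WT replicate 2), 2.70, 2.45 and 1.99, with unadjusted limma p-values from 0.00303 to 0.00987 and limma adjusted p-values of 1. In the authors' deposited table, the adjusted p-values were 3.50e-06 for the Ppp1r3b site, 0.0413 for the Mrps10 site, and 0.375, 0.0729 and 0.134 for the Rsph3b, Nrg1 and Ube2ql1 sites.

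**Figure D1:**
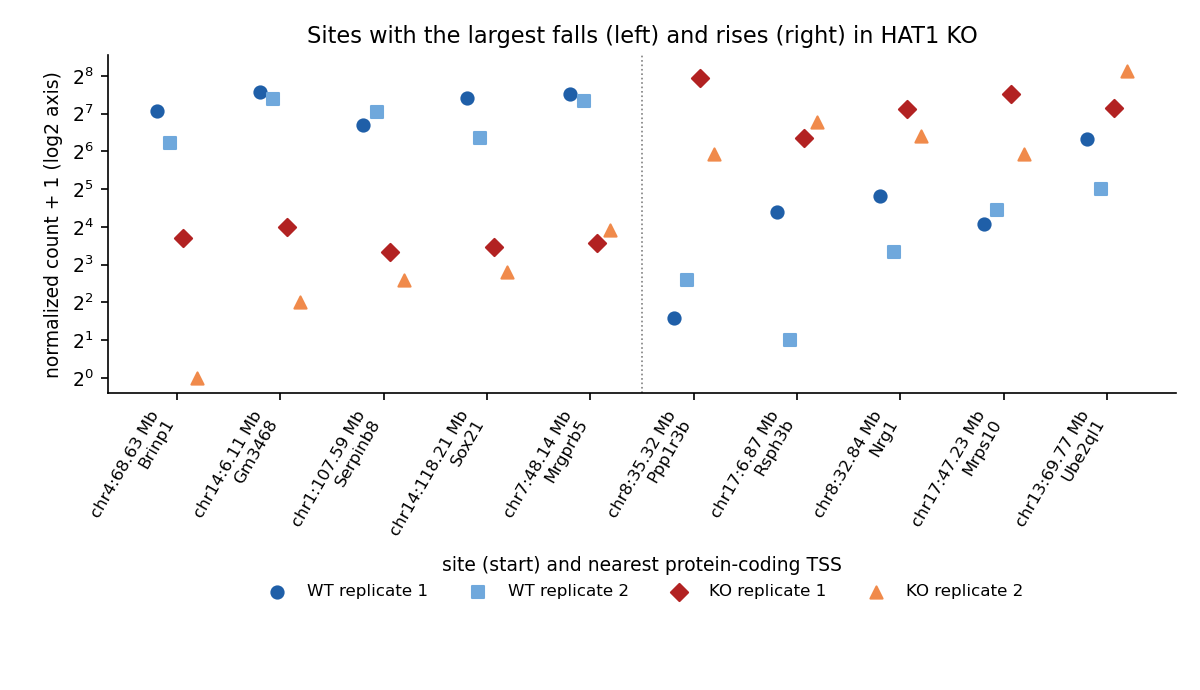
Normalized counts plus 1 (log2 axis) in each of the 4 libraries at the 5 sites with the largest falls and the 5 with the largest rises in KO; each point is 1 library and no mean or error is drawn. At the Mrgprb5 site the KO libraries had 11 and 14 normalized counts and the WT libraries 183 and 160.

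Sites that lost accessibility were unevenly placed. Of the 249 less accessible sites, 44.6% were intergenic (Wilson interval 38.5 to 50.8), against 30.0% of all sites, an odds ratio of 1.88 (Fisher's exact test, p = 1.43e-06, adjusted over the 4 classes 5.70e-06). Intronic sites made up 25.7% of them against 35.3% of all sites (Fisher's exact test, adjusted p = 0.00278). Promoter sites made up 27.7% against 30.0%, which did not differ (Fisher's exact test, adjusted p = 0.447), and exonic sites 2.01% against 4.68% (adjusted p = 0.0649). In a background of sites matched in signal, 32.2% were intergenic and 23.9% were promoter sites. The intergenic share thus lay above both references. The promoter share lay below all sites but above this background, and no test of it against this background is given. The median GC content in 100 kb around the less accessible sites was 41.3%, against 44.3% for all sites. The median gene number in 1 Mb was 4 against 9. Both differences had a permutation p of 1e-05, the smallest that 100000 resamples can give. For gene number within 200 kb the medians were 1 and 2 (permutation p = 0.025).

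Fold changes were grouped along chromosomes. Between neighbouring sites no more than 1 Mb apart (82086 pairs), the Spearman correlation of the fold changes was 0.26, while the largest value in 100 shuffles was 0.03. The permutation p was 0.0099, the smallest that 100 shuffles can give. The same correlation was 0.25 for the difference between the WT libraries and 0.28 for the difference between the KO libraries, so the grouping was as strong within a genotype as between genotypes.

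The domain rule gave 170 HADs covering 204 Mb, or 7.74% of the 2634 Mb searched. In 100 shuffles there were at most 11 domains and 3.37 Mb. HADs ranged from 0.2 kb to 6.12 Mb, with a median of 0.770 Mb, and 66 of them (38.8%) were between 1 and 5 Mb. The rule places a domain by window means, so 7 HADs, each with at most 8 sites, had a mean above 0 over their own sites. With the sign changed, the rule gave 6 domains of higher accessibility covering 3.22 Mb. HADs held 3126 sites (3.80% of all sites) and 127 of the 249 less accessible sites, with 0 of the 58 more accessible ones. GC content averaged 39.7% inside HADs and 41.9% outside, and there were 3.13 protein-coding genes per Mb inside against 8.69 outside. The median site in HADs had 29.2 normalized counts, against 53.2 outside. Restriction to sites with higher signal gave the fewest HADs among the alternatives, 18 covering 11 Mb, and joining over gaps of up to 0.25 Mb gave the most, 367 covering 107 Mb.

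The KO lines contributed unequally to HADs. Against the mean of both WT libraries, KO replicate 1 alone gave 285 domains of lower accessibility covering 425 Mb and 36 of higher accessibility covering 21.6 Mb. KO replicate 2 alone gave 130 of lower accessibility covering 122 Mb and 108 of higher accessibility covering 85.9 Mb. The lower domains of both KO libraries shared 65.4 Mb. Within a genotype, WT replicate 1 against WT replicate 2 gave 153 lower domains covering 77.5 Mb and 98 higher domains covering 76.7 Mb. That comparison has a single library on each side, so its lengths are only a rough reference. Of the 170 HADs, 161 had a mean below 0 in KO replicate 1 and 130 in KO replicate 2. Both KO libraries were under the cutoff in 58 HADs covering 80.2 Mb. With 2 libraries per genotype, the libraries can be split into equal pairs in 3 ways, so no permutation of the labels can reach a p under 0.05. Domains of similar length were found in the splits that mixed the genotypes. KO replicate 1 with WT replicate 1 was lower than the other pair over 199 Mb, and KO replicate 1 with WT replicate 2 over 194 Mb.

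**Figure D2:**
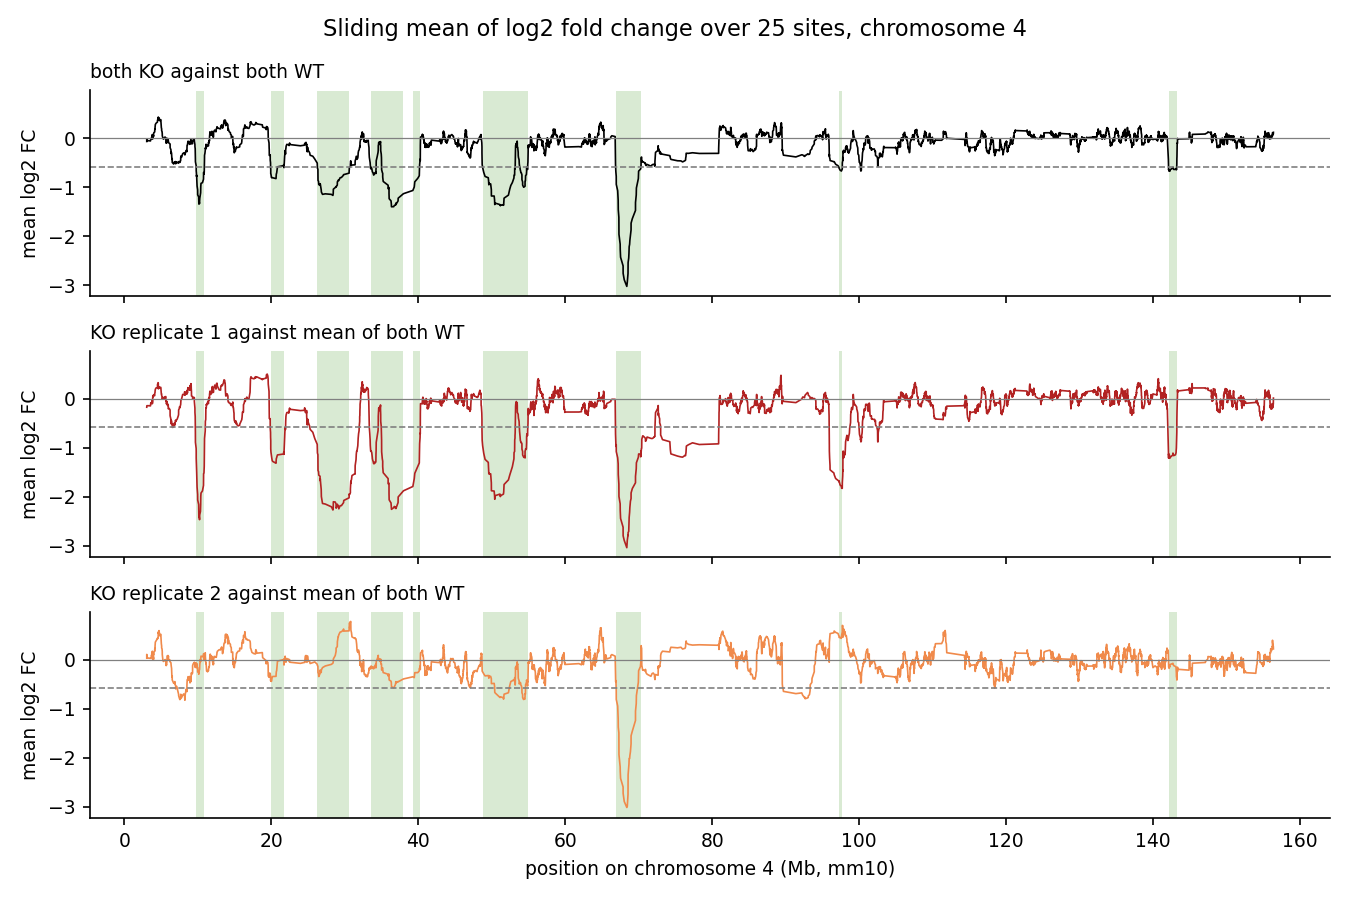
Mean log2 fold change over 25 sites (y axis) along chromosome 4 (x axis, Mb, mm10), for both KO against both WT libraries, and for each KO library against the mean of both WT libraries; shading marks HADs and the dashed line the cutoff of -0.58. Chromosome 4 had the greatest length of HADs, 23.9 Mb in 10 domains; the domain from 66857038 to 70265576 had a mean of -1.94 in KO replicate 1 and -1.56 in KO replicate 2.

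**Figure D3:**
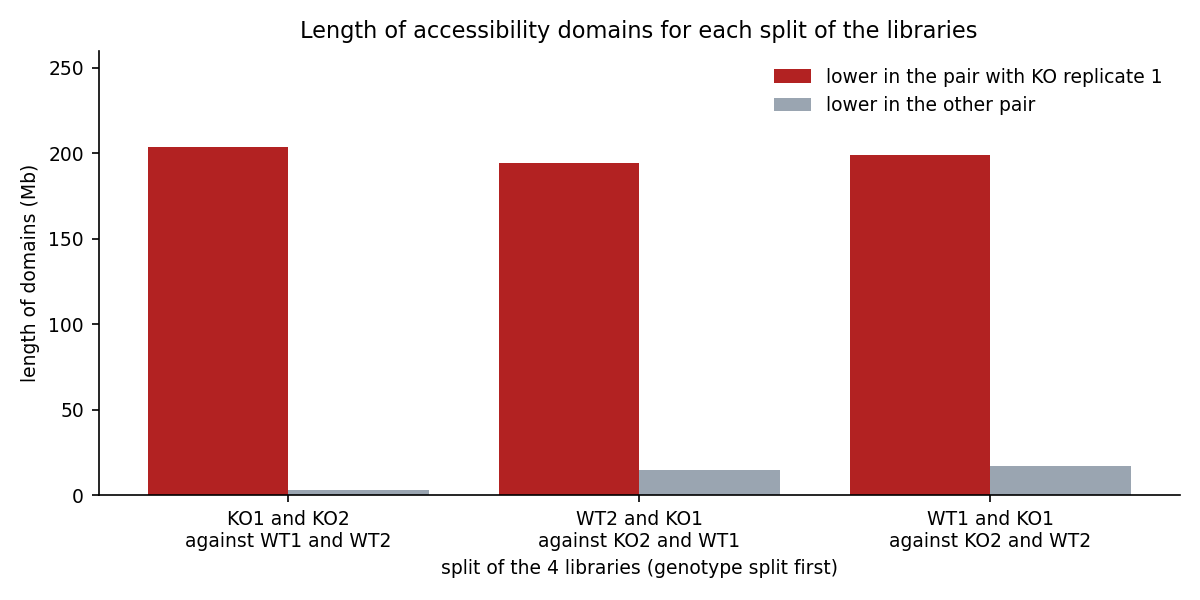
Length of domains (Mb) for the 3 splits of the libraries into pairs, with 1 bar for domains lower in the pair that holds KO replicate 1 and 1 bar for domains lower in the other pair; no error is drawn. The red bars stand at 204 Mb for the genotype split and at 194 and 199 Mb for the mixed splits.

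The 3 longest HADs were on chromosome 4 (48754771 to 54878969), chromosome 5 (46361684 to 52352098) and chromosome 3 (153250644 to 158905694). Their mean log2 fold changes were -0.69, -0.77 and -0.80. In each, KO replicate 1 was further below the WT mean than KO replicate 2, at -0.94 against -0.44, -1.13 against -0.41 and -1.03 against -0.57. The lowest mean among HADs of at least 1 Mb, -2.12, was on chromosome 17 (90696464 to 91862559). It rested on 5 sites, and WT replicate 1 exceeded WT replicate 2 there by 3.44 on the log2 scale, so the difference between genotypes did not exceed the spread between the WT lines. The next, on chromosome 1 (142541643 to 146357347), had 37 sites with a mean of -2.08, with -2.33 in KO replicate 1 and -1.83 in KO replicate 2, and a difference of 0.07 between the WT lines. The last, on chromosome 14 (91326781 to 94274126), had 17 sites with a mean of -1.80, with -3.53 in KO replicate 1 and -0.08 in KO replicate 2, so it rested on 1 KO library.

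Median log2 fold changes per autosome lay between -0.18 and 0.23, and 16 of the 19 were within 0.1 of 0. The exceptions were chromosomes 14 (-0.18), 15 (0.12) and 19 (0.23). Each rested on 1 library. Chromosome 19 was 0.47 above the mean of the other libraries in KO replicate 1, and without that library its median log2 fold change was -0.0283. Chromosome 15 was 0.22 above it in KO replicate 1, and chromosome 14 was 0.37 above it in WT replicate 1.

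**Figure D4:**
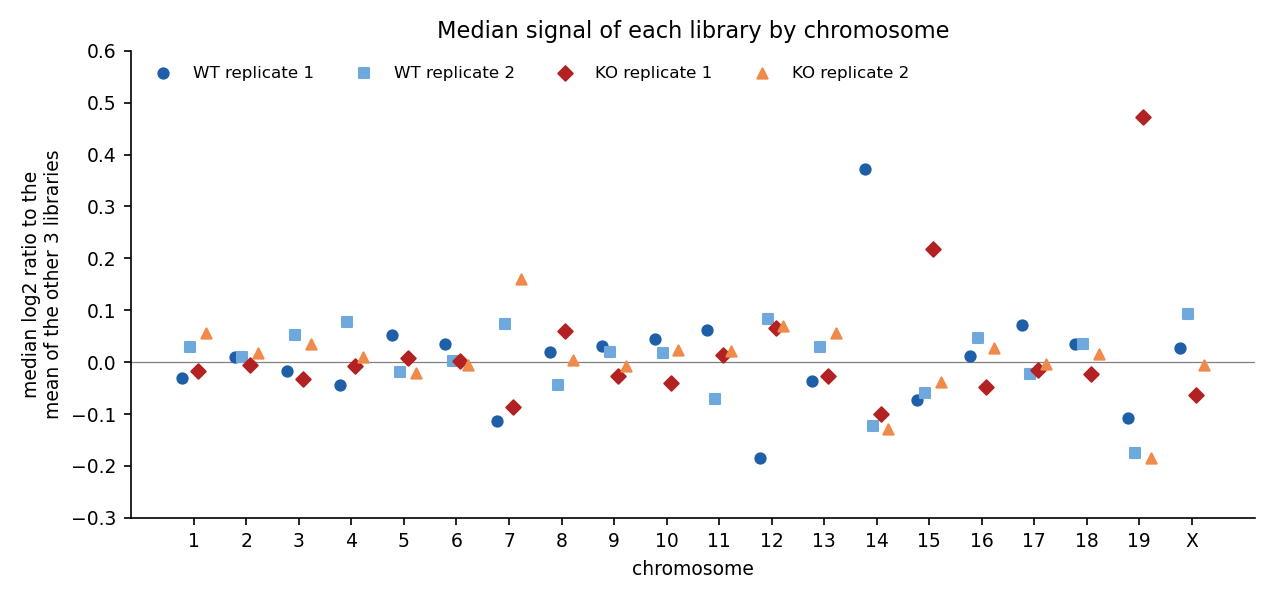
Median log2 ratio of each library to the mean of the other 3 libraries (y axis) for the autosomes and X (x axis); each point is 1 library. KO replicate 1 stands at 0.47 on chromosome 19 and WT replicate 1 at 0.37 on chromosome 14.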

Values the study reported

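In primary MEFs, the study reported 1859 differentially accessible sites at the same fold and p thresholds, with 88% of them less accessible in KO cells. The number of HADs reported for primary MEFs was 188, with a cover of 10% of the genome. For sizes from 1 to 5 Mb, the reported share of HADs was about 48%. The study also repeated its ATAC-Seq in immortalized MEFs and described the HADs there as very similar in pattern to those of primary MEFs. Positions of HADs in primary MEFs were not compared with those found here.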

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

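At an adjusted p under 0.05, with or without the fold filter, limma left 0 sites, while 2579 had an unadjusted p under 0.05. Sites with higher signal gave 115 calls, 66.1% of them less accessible in KO, and the calls with no fold filter were 60.5% less accessible (259 against 169 sites). With equal totals the share was 87.7%, 315 against 44 sites. The authors' deposited calls, autosomes only, centring, pseudocount 8, equal totals and quantile normalization gave between 296 and 361 sites, with more falls than rises in each. The planned count models with their scalings, and a filter on low counts, were not run because the values are not raw counts. Leaving out a library leaves 1 library in its genotype, for which no calls were made, so calls and the results built on them (annotation, GC content and gene density) have no such fits. No paired analysis was possible because the replicate numbers follow accession order and pair nothing.

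The all-site median was 0.0605 at sites with higher signal, -0.0610 with equal totals, 0.0086 with pseudocount 8 and 0.02 for the deposited fold changes, and ran from -0.0033 to 0.013 across the 4 fits that each left out one library. Correlations between neighbouring sites ran from 0.24 to 0.29 across those fits.

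Domains depended on the rule. Windows of 15 sites gave 261 HADs and 33 domains of higher accessibility. Windows of 51 sites gave 82 HADs (4.63% of the genome) and 3 domains of higher accessibility. A cutoff of 1 gave 61 (2.21%) and 0, and gaps of up to 0.25 Mb gave 367 HADs (4.07%). Sites with higher signal gave 18 (0.418%) and 0, pseudocount 8 gave 87 (3.36%) and 1, and removal of the trend on mean signal gave 109 (4.28%) and 24. In all of these HADs outnumbered the domains of higher accessibility; the cause of the changes was not tested. Quantile normalization gave 115 HADs (4.37%) and 23 domains of higher accessibility, equal totals 198 (9.33%) and 3, and the deposited fold changes 136 (5.87%, 155 Mb) and 14. Leaving out each library gave from 130 to 285 HADs, from 4.62% to 16.1% of the genome, and from 25 to 108 domains of higher accessibility. The lowest cover and the most domains of higher accessibility came without KO replicate 1, and the highest cover came without KO replicate 2. The low signal of sites in HADs limits what the depth can show there.

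For chromosome 19, the median ran from -0.0283 without KO replicate 1, a change of sign, to 0.47 without KO replicate 2. The promoter site of Hat1 ran from -0.0724 without KO replicate 1, a change of sign within the spread between replicates, to 0.178 without KO replicate 2. With all libraries kept, this site also changed sign under equal totals (-0.0154) and quantile normalization (-0.0721). Under the scalings, pseudocount and deposited fold changes, 7 of 64 values of the named sites and domains moved by more than the spread between libraries, 6 of them under pseudocount 8. Values within that spread could still change by more than 1.5 times. An example is the domain on chromosome 14, from -1.80 to -0.97 with pseudocount 8 and to -1.01 with the deposited fold changes. With 1 library left out, 8 of 64 moved by over 1.5 times. The domain on chromosome 14 went from -1.80 to -0.08 without KO replicate 1 and to -3.53 without KO replicate 2. The domain on chromosome 17 went from -2.12 to -0.40 without WT replicate 1 and to -3.84 without WT replicate 2. The longest domains on chromosomes 4 and 5 went to -0.44 and -0.41 without KO replicate 1, and the remaining moves were the Brinp1 site without KO replicate 2 (-2.95) and the Rsph3b site without WT replicate 2 (2.17). All of these kept their direction.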

Other observations

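Several tests below were chosen only after the result was seen. They include those on single KO libraries for KO replicate 1, on depth and on the chromosome 14 segment. The tests on the splits for domains and limma calls were also among them. So were removal of the trends on mean signal and GC content, and centring per chromosome.

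The number of differentially accessible sites here was 307. That is lower than the value quoted from the study above. The study's value is for primary MEFs, with more libraries per genotype and other processing, so the counts are not like for like.

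HADs were set against technical explanations. Removal of the trend of fold change on mean signal left 113 Mb of HADs and 7.37 Mb of domains of higher accessibility, so that trend was not the whole cause, although it removed much of the length. Removal of the trend on GC content left 215 Mb. Centring every library per chromosome left 187 Mb, which argues against the copy number of whole chromosomes. Inside HADs, promoter sites fell less than intergenic sites by a mean of 0.18 on the log2 scale over 114 domains (95% bootstrap interval 0.06 to 0.30), and in 70 of the 114. HADs were chosen on the same fold changes and hold more intergenic than promoter sites (1345 against 603), so this value does not decide on copy number of segments, which stays open. Depth and genotype cannot be told apart, since both KO libraries were shallower, but the shallowest library, KO replicate 2, gave 122 Mb of domains against the WT mean and the deeper KO replicate 1 gave 425 Mb.

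A hypothesis that the domain signal may come from single lines was tested on library pairs that share no library. Domains lower in a KO library against 1 WT library were read in the other KO library against the WT library left over. They were compared with domains higher in the same first pair, and the signal of those higher domains is not given here. A shared loss would make this difference negative. Each domain counted once, and below the pair that starts from WT replicate 1 always comes first. For domains from KO replicate 1, the difference was 0.09 (bootstrap interval -0.05 to 0.23) and, with the WT libraries exchanged, 0.17 (0.04 to 0.30). For domains from KO replicate 2, it was 0.02 (-0.14 to 0.19) and 0.26 (0.04 to 0.47). It was negative in none of the 4 comparisons. Against 1000 shifts of the fold changes along chromosomes, which do not take account of low signal or gene-poor sequence, the results differed by direction; these means are over all sites in the domains, so they are not those behind the differences above. Domains from KO replicate 1 were not lower in KO replicate 2 than after the shifts, at -0.05 and 0.06 (permutation test, one-sided, p = 0.363 and 1). With each domain counted once these means were -0.05 and -0.03, so the sign of the latter depends on the averaging. Domains from KO replicate 2 were lower in KO replicate 1, at -0.31 against -0.11 after the shifts and at -0.36 against -0.08, with 119 of 183 and 109 of 164 domains below 0 (permutation test, one-sided, p = 0.001 for both, the smallest the shifts can give). A reading with no genotype difference reached the same p. Domains lower in KO replicate 1 than in KO replicate 2 had -0.11 in WT replicate 1 against WT replicate 2, and -0.03 after the shifts (permutation test, one-sided, p = 0.001). Exchanging the WT libraries only turns the sign (0.11 against 0.03). For KO replicate 1 the differences and the shifts both go with domains particular to that line. Called domains did overlap, by 69.0 and 66.2 Mb of the 449 Mb called from KO replicate 1 in each pairing. In the same order, this overlap was 47.2% of the 146 Mb and 44.2% of the 150 Mb called from KO replicate 2. No chance level for this overlap is given, so it does not decide the question. For KO replicate 2, a loss shared with KO replicate 1 and a fall of such regions in KO replicate 1 in general cannot be told apart, since with each domain counted once KO replicate 1 had means of -0.46 and -0.46 in the domains lower in KO replicate 2, and of -0.48 and -0.71 in the domains higher in it. Clonal differences, culture and library quality stay open as reasons for differences between lines.

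The genotype split stood further from the others for a part of the domains. HADs in which both KO libraries were under the cutoff covered 80.2 Mb, while the matching length in the mixed splits was 50.2 and 45.5 Mb. Only 1 of the 3 splits, the genotype split, gave as much. For the length of all HADs, 1 of the 3 splits likewise gave as much (204 Mb against 199 and 194 Mb). Over both directions, the total length was lowest in the genotype split (207 Mb against 209 and 216 Mb in the mixed splits). Domains lower in the pair with KO replicate 1 numbered 170 in the genotype split, against 161 and 188 in the mixed splits. Those lower in the other pair numbered 6, against 30 and 40. For sites with a gap of at least 4-fold between the groups, 1 of the 3 splits gave as many as the genotype split, which had 126 sites (120 lower and 6 higher in KO) against 97 and 113. For limma calls, 3 of the 3 splits gave at least as many, since the mixed splits had 479 and 1427 calls against 307. In direction the genotype split was the most one-sided. Calls lower in the pair with KO replicate 1 were 249 of 307 there, against 264 of 479 and 902 of 1427. For the 4-fold gap they were 120 of 126, against 84 of 97 and 83 of 113. With 3 splits, an effect of HAT1 and a chance difference between lines cannot be told apart by any of these counts. In one mixed split, with 479 calls, WT replicate 1 and KO replicate 2 form a pair, and their line names share a number whose meaning the labels do not give. GC content and gene number do not separate the splits either. Domains lower in KO replicate 1 with WT replicate 1 had 39.4% GC and 2.95 genes per Mb, and those lower in KO replicate 1 with WT replicate 2 had 39.2% and 2.66, next to 39.7% and 3.13 in HADs.

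Among HADs of at least 1 Mb, the 3 in which the less affected KO library fell most, a rule chosen after the values were seen, were on chromosome 1 (142541643 to 146357347, and 106700522 to 108132426) and chromosome 4 (66857038 to 70265576). The less affected library had means of -1.83, -1.56 and -1.56. Median normalized counts in the first were 29 and 23 in the WT libraries and 4 and 5 in the KO libraries. They were 30.5 and 53 in WT and 9 and 9.5 in KO in the next, with 16 sites. In the domain on chromosome 4, which holds 40 sites and includes the Brinp1 region, they were 18 and 30.5 in WT and 4 and 8.5 in KO. No biological explanation was tested for them.

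On chromosome 14 (91326781 to 94274126), a region that includes Pcdh9, all 17 sites had at most 8 normalized counts in KO replicate 1, against 3 sites in KO replicate 2, 3 in WT replicate 1 and 2 in WT replicate 2. The promoter sites had 2.58% of the mean signal of the other libraries, and the sites outside promoters 6.60%. One promoter site (93890455 to 93891302) had 214, 190 and 256 normalized counts in the WT libraries and KO replicate 2, and 6 in KO replicate 1. A candidate explanation is loss of the segment in that line, and closing of the chromatin there stays open, since reads outside sites were not analysed here. This region is 1 of the 3 HADs with the lowest mean.

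Chromosome 19 in KO replicate 1 and chromosome 14 in WT replicate 1 may be present in extra copies in part of the cells. On chromosome 19, 98.1% of the 1 Mb bins were shifted upward, and the median shift was 0.46 at promoter sites and 0.51 at intergenic sites, equal to a 1.39-fold signal overall. Among the 4 autosomes nearest in GC content, the highest shift of KO replicate 1 was 0.22, on chromosome 15, where 86.0% of the bins were shifted upward. The others had 0.06 (chromosome 8), -0.0068 (chromosome 4) and -0.027 (chromosome 9), which argues against a scaling effect tied to GC. On chromosome 14, 94.4% of the bins were shifted upward in WT replicate 1, by 0.42 at promoter and 0.38 at intergenic sites. Each was seen in 1 library, so calls between genotypes on these chromosomes carry a shift that does not come with the genotype.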
